A study of Homo sapiens with 59 samples. Its data were reported in "PPARG Binding Landscapes in Macrophages Suggest a Genome-Wide Contribution of PU.1 to Divergent PPARG Binding in Human and Mouse" (2012).

How the data were processed

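Gene expression was measured on Illumina bead arrays in THP-1 cells, a human monocytic leukaemia line that had been differentiated with 10 ng/ml PMA for 40 h, kept without PMA for 2 h, and then treated with 1 µM rosiglitazone (RSG) or with DMSO. Samples were grouped by treatment and time as the labels state, which gave 10 groups, 6 arrays in each except 5 for RSG at 1.5 h, and 59 arrays in all. Nothing in the labels says whether replicates are separate cultures, and the deposited tables name no chip.

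The deposited signal table holds, per the file headers, the mean bead intensity of each probe, which the authors neither background-subtracted nor scaled between arrays. For each of these values the deposited table also gives a detection p-value, the share of negative control beads on the array that were brighter than the probe. A second deposited table holds an intensity from which the authors had subtracted a background per array and which they had scaled to a common array mean, by average normalization in BeadStudio according to the study's methods, and it is linear with values below 0. The signal table holds 24531 probes, of which 24526 are also in the second, and the 5 others were left out.

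The raw intensities were background-corrected with the normal-exponential model, using the detection p-values, with an offset of 16, then quantile-normalized and put on the log2 scale (neqc in limma 3.58.1, R 4.3.3). Probes detected at p under 0.01 on at least 5 arrays were kept, which left 13877 probes. The platform gave 1 symbol for 21834 probes, several symbols for 0, and none for 2692. Unnamed probes were left out of the comparisons of genes, and each gene was represented by its probe of highest mean signal, which gave 11515 genes. The number of arrays limits the precision of each comparison. In data simulated from these arrays with known changes added, the test found 92.4% of log2 changes of 1 at 12 h with 54 arrays and 83.3% with 59, and 33.8% and 44.1% of log2 changes of 0.5. The simulated noise was normal and independent for each gene and array, so it held no arrays apart and no structure shared between genes. Recovery in the real arrays can therefore differ from these shares.

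A mean was fitted for each of the 10 groups in limma, so that all groups shared 1 estimate of the spread. RSG was compared with DMSO at each time by limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over all genes in each comparison and a threshold of 0.05. A change at any time was called by the moderated F over the 5 times with a fold of at least 1.5 at 1 or more times. The effect over all times was tested by a treatment term beside time, and the difference between times by their interaction. DMSO arrays of later times were compared with those of 0.5 h.

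The 25 gene lists named in the report were fixed in advance and tested with camera in limma with a preset correlation of 0.01, adjusted over all lists and times, and a list needed 5 tested genes. Beside it stand camera with an estimated correlation and fry, and members were also adjusted over the list alone. Lists of genes near PPARG binding came from the study's binding data in human cells, set beside published mouse sites. Their shares of changed genes were compared by Fisher's exact test, two-sided, and with 10000 random lists drawn within 20 bins of mean expression. Intervals of shares are exact 95% intervals.

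Genes were named by a rule set in advance. It takes PPARG, RXRA, PDK4, ANGPTL4, NR1H3, SLAMF9, ALOX5AP and LIPA at every time, and at each time the 8 largest rises and 8 largest falls among called genes detected on at least 50% of the arrays of the higher group. From each list it takes up to 4 called members with the largest change at 12 h and up to 2 that were not called. It adds the 5 genes with the smallest interaction p and the 8 largest rises and falls in DMSO from 0.5 to 12 h.

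The alternatives tried were the authors' scaled table and average normalization of the raw signal, both with a floor of 16, no background correction, no probe filter, probes detected on all arrays, the mean of a gene's probes, replicate number as a block, array weights, a trended and robust variance prior, a fit of the 2 groups compared, no fold threshold, a plain linear model, and each array left out in turn. After the data had been seen, 5 arrays with a median correlation under 0.95 with the others were left out in a second fit of 54 arrays, in which each alternative was repeated. Later additions were a block for the 13 arrays with a background over 75 in the authors' table and a block for the side of the first principal component of the residuals. Other splits of the arrays were counted in up to 100 draws. Samples were not paired by replicate number. RSG and DMSO arrays of the same number had mean residual correlations of -0.36, -0.27, -0.20, -0.30 and -0.30 from 0.5 to 12 h. Arrays of different numbers had 0.07, 0.05, 0.04, 0.06 and 0.12. The numbers are not without structure, which is taken up below with the first component of the residuals. Plots were drawn with matplotlib 3.10.9 in python 3.11.15.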

Results

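Transcript levels were measured in THP-1 cells, a human monocytic leukaemia line, after phorbol ester (PMA) had turned them into macrophage-like cells. The cells then received rosiglitazone (RSG), a synthetic ligand of the nuclear receptor PPARG, or the vehicle DMSO. Cells were collected after 0.5, 1.5, 3, 8 or 12 h, which gives 10 groups. Each group held 6 arrays except RSG at 1.5 h, which held 5, so that 59 arrays entered the comparisons. The mean raw signal per array ran from 319.3 to 1401.8 with a median of 542.5, and between 12186 and 13941 probes were detected. After filtering, 11515 genes were tested, and the number of arrays per group limits the precision of each value below.

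The arrays of 12 and 8 h were not alike within their groups. DMSO 12 h replicates 4 and 6, RSG 12 h replicates 2 and 5 and RSG 8 h replicate 1 had a median correlation of 0.892 to 0.930 with the other arrays, against 0.960 to 0.986 for the other 54. On these 5 arrays the mean log2 intensity of the NF-kB and inflammatory cytokine list was 10.47 to 11.61, against 7.21 to 8.06 on the others. The interferon response list stood at 10.81 to 12.23, against 7.66 to 8.69. LAMP3, a marker of mature dendritic cells, ran from 13.39 to 14.01 on the 5 arrays and from 4.27 to 4.88 on the others, and the chemokine CXCL10 from 10.92 to 13.79 against 4.50 to 5.48. These 2 genes were named after their values had been seen. The macrophage differentiation list was lower, at 9.29 to 9.57 against 10.02 to 10.43. Each comparison is therefore given with all 59 arrays, as fixed before the data were examined, and with the 54 others, a set chosen after the data had been seen.

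**Figure D1:**
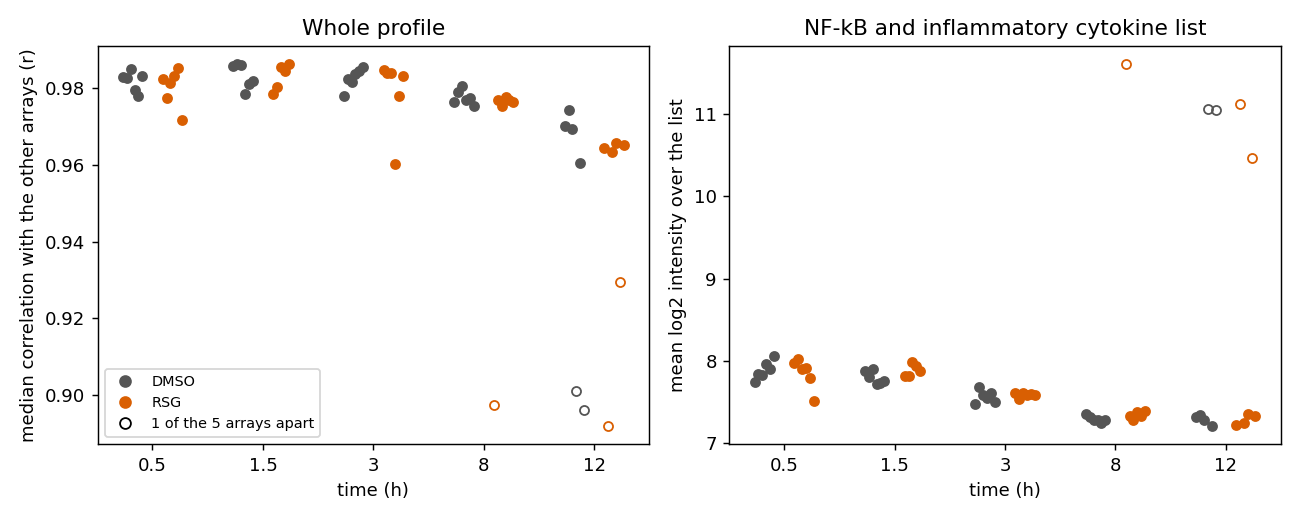
The left panel plots each array's median Pearson correlation with the other arrays against time in hours, and the right panel the mean log2 intensity of the NF-kB and inflammatory cytokine list. Points are single arrays, grey for DMSO and orange for RSG, and the 5 open points lie between 0.892 and 0.930 on the left and between 10.47 and 11.61 on the right.

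The first comparison asked which transcripts answer the ligand within 0.5 h. PDK4, a kinase that turns cells from glucose to fatty acid oxidation, had a log2 difference between RSG and DMSO of 0.61 (SE 0.42), and ANGPTL4, a secreted inhibitor of lipoprotein lipase, one of 0.58 (SE 0.38), in the 54 arrays. Neither passed the test, with an adjusted p of 1.00 for each in limma. The probe of PDK4 was detected on 1 of 6 DMSO and on 4 of 6 RSG arrays, so its difference rests on signal near background. RSG 0.5 h replicate 6 alone carried a PDK4 level of 7.50 and an ANGPTL4 level of 8.83, where the other 5 arrays of its group held PDK4 at 4.56 to 5.49 and ANGPTL4 at 5.86 to 6.76. Limma called 0 genes with 59 arrays and 0 with 54. At an unadjusted p under 0.05 there were 109 and 206 genes.

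At 1.5 h known targets of PPARG were among the genes that rose. In the 54 arrays PDK4 rose 6.23-fold, from a log2 intensity of 5.03 ± 0.24 (SD, n = 6) in DMSO to 7.67 ± 0.45 (SD, n = 5) in RSG, with a limma adjusted p of 0.00133. Its probe was detected on 2 of the 6 DMSO arrays and on 5 of 5 RSG arrays, and with undetected arrays raised to the lowest signal of a detected probe the rise was at least 5.48-fold. PLIN2, which coats lipid droplets, rose by a log2 value of 0.94 (SE 0.20, adjusted p = 0.038). The transcription factor KLF4 rose by 0.90 (SE 0.19), TLR4, the endotoxin receptor, by 0.86 (SE 0.18), and POU3F1, detected on 4 of 5 RSG and on 0 of 6 DMSO arrays, rose at least 1.12-fold by the same bound (adjusted p = 0.038). Limma called 6 genes in all with 54 arrays, each of them higher with RSG, and 2 without any 1 of 8 arrays. Of the 11 fits without 1 array of 1.5 h, PDK4 kept its call in 11, PLIN2 and KLF4 in 2, TLR4 and POU3F1 in 1. For PDK4, PLIN2, KLF4 and TLR4 each of the 5 RSG arrays lay above the highest DMSO array, and for POU3F1 4 of 5 did. ANGPTL4 was 1.80 higher (SE 0.40) on 5 of 5 RSG arrays but had an adjusted p of 0.071.

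The 5 arrays apart are at other times, so that the values at 1.5 h are the same in both fits, and only the shared estimate of spread differs. With all 59 arrays 0 genes passed in limma at 1.5 h, 94 had an unadjusted p under 0.05, and PDK4 had an adjusted p of 0.743. Among the fixed lists, the immediate early genes rose as a set with 54 arrays, with 1 of 28 members called, 6 when adjusted over the list alone, and a median of 0.11 (limma camera, adjusted p = 1.65e-09, and 0.0030 with an estimated correlation). The list of fatty acid uptake and lipid droplet genes rose too (adjusted p = 6.55e-04, and 0.0175 with an estimated correlation), with 1 of its 25 members called. With all 59 arrays the immediate early genes were called too (adjusted p = 0.00160) but not with an estimated correlation (0.317), with 0 members called in limma and 2 at an unadjusted p under 0.05. The uptake list had 0.0206 and 0.0385 there, with 0 members called in limma and 1 unadjusted, and was called in 7 of 11 fits without 1 array and in 6 with an estimated correlation. The immediate early genes were called in 10 and 0 of those. In all, 11 lists were called at 1.5 h with 54 arrays and 4 of them with an estimated correlation, against 5 and 1 with 59. Among the 11, in limma camera, were the interferon response (median 0.17, adjusted p = 4.38e-06), sterol synthesis (-0.07, 0.00155) and the cell cycle (-0.05, 0.0403). With an estimated correlation these had adjusted p of 0.368, 0.0996 and 0.502.

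At 3 h no gene passed, although PDK4 was 1.71 higher with RSG (SE 0.42, adjusted p = 0.288) and ANGPTL4 1.08 higher (SE 0.38, adjusted p = 1.00) in the 54 arrays. The spread within the groups was wide for these genes. PDK4 had an SD of 1.42 over the 6 DMSO arrays and 1.29 over the 6 RSG arrays, against 0.24 in DMSO at 1.5 h. DMSO 3 h replicate 4 held PDK4 at 8.21 and replicate 1 at 6.88, where the other 4 DMSO arrays ran from 4.72 to 5.22. RSG 3 h replicate 2 held it at 4.95, where the other 5 RSG arrays ran from 7.62 to 8.45. Limma called 0 genes with 59 arrays and 0 with 54, with 221 and 431 genes at an unadjusted p under 0.05. In the 54 arrays, 14 genes passed without DMSO 3 h replicate 4 and 12 without RSG 3 h replicate 2. Of the fixed lists 1 was called with 54 arrays and 0 with 59, that of retinoid metabolism and RAR response. Its median was 0.06 (limma camera, adjusted p = 0.0249, and 0.0996 with an estimated correlation). Without 1 array it was called in 7 of 12 fits.

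**Figure D2:**
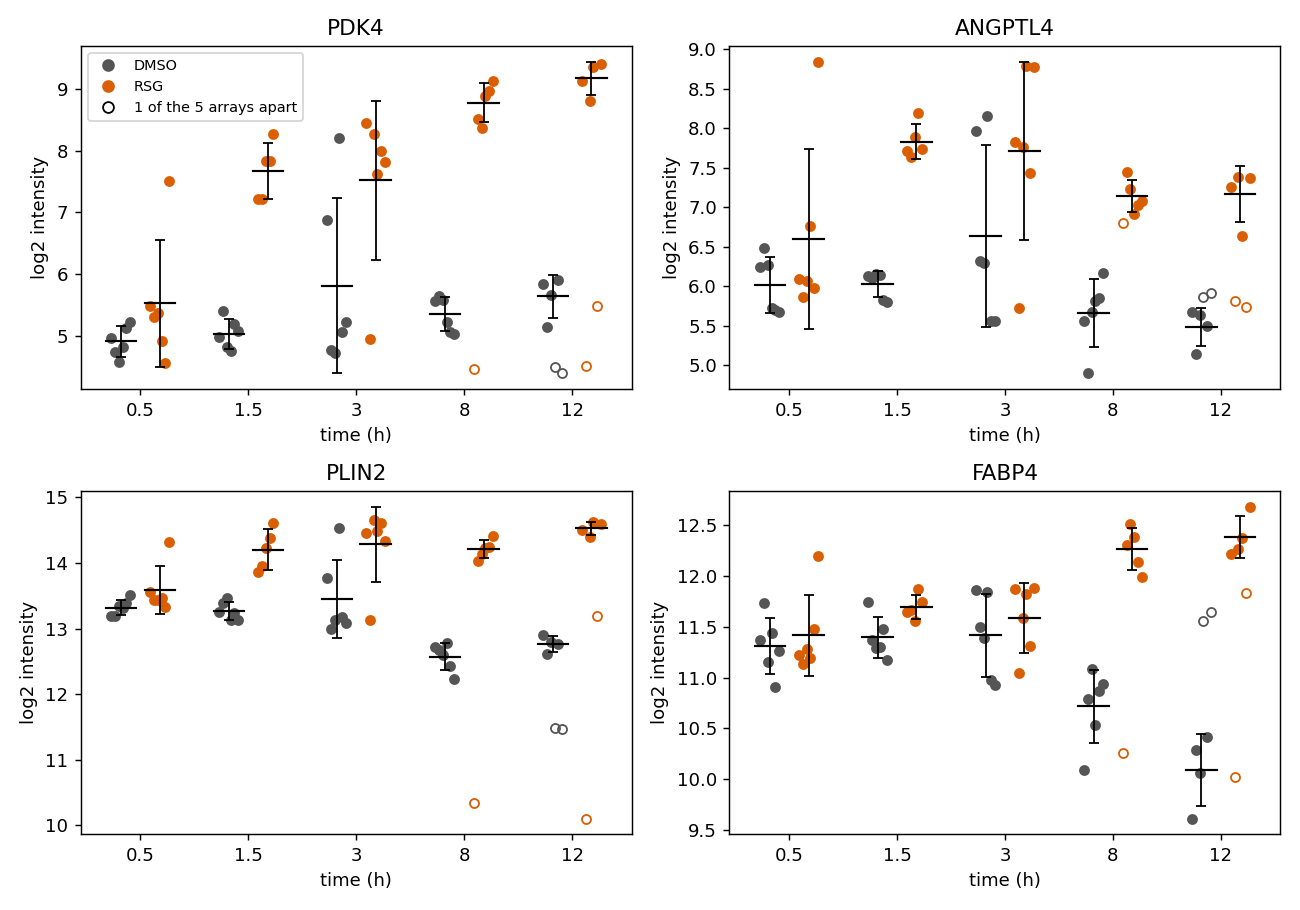
Log2 intensity of PDK4, ANGPTL4, PLIN2 and FABP4 on each array against time in hours, with DMSO in grey and RSG in orange. Black lines are group means with SD over the 54 arrays, open points are the 5 arrays apart, and PDK4 reached a mean of 8.77 in RSG against 5.35 in DMSO at 8 h.

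At 8 h genes of fatty acid handling rose together. In the 54 arrays PDK4 rose 10.7-fold, from 5.35 ± 0.28 (SD, n = 6) to 8.77 ± 0.32 (SD, n = 5) with a limma adjusted p of 4.02e-07, and 5 of 6 DMSO arrays detected it. RBP7, a retinol-binding protein detected on 3 of 6 DMSO arrays, rose 3.87-fold, PLIN2 3.11-fold, the fatty acid carrier FABP4 2.93-fold and its relative FABP5 2.62-fold. LFNG, which adds sugars to Notch receptors, rose 2.80-fold and the scavenger receptor CD36 2.08-fold. The receptor GPR82, detected on 1 of 5 RSG arrays, was at least 2.04-fold lower (adjusted p = 4.02e-05), and GPR34, detected on 0 of 5, at least 1.38-fold. GPR183 fell by 0.89 on the log2 scale and GPR18 by 0.80. TLR7, a sensor of RNA, fell by 1.00, the matrix protein THBS2 by 0.99 and the fractalkine receptor CX3CR1 by 0.79. Most of these did not pass in the 59 arrays, with RBP7 at 1.49 (adjusted p = 0.192), PLIN2 at 0.99 (0.913), FABP4 at 1.22 (0.129), FABP5 at 0.94 (0.821) and CD36 at 0.73 (0.192), and of these genes only LFNG and GPR34 did. In the 54, FABP5 kept its call in 5 of 11 fits without 1 array and GPR18 in 10.

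With all 59 arrays limma called 11 genes at 8 h, 10 higher and 1 lower in RSG, and with 54 arrays 132 genes, 91 higher and 41 lower. At a fold of at least 1.5 these were 11 and 76. All 11 were also called with 54 arrays. In the 59 arrays LFNG rose by 1.37 (SE 0.21, adjusted p = 3.47e-04), PDGFRL by 1.33, FGR, a Src family kinase, by 1.28, RCAN1, an inhibitor of calcineurin, by 1.15 and RDH10, which oxidises retinol, by 0.84, while GPR34, detected on 0 of 6 RSG arrays, was at least 1.35-fold lower. Each of these lay beyond every DMSO array on 6 of 6 RSG arrays, and each kept its call in 12 of 12 fits without 1 array except PDGFRL, in 9. PDK4 was 2.70 higher (SE 0.65) with an adjusted p of 0.092 in the 59. RSG 8 h replicate 1 held PDK4 at 4.46 where the other 5 RSG arrays ran from 8.37 to 9.13, and the shared spread was also larger in this fit. Without RSG 8 h replicate 1 21 genes passed, without DMSO 8 h replicate 4 5 and without DMSO 8 h replicate 3 7.

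Of the fixed lists 10 were called at 8 h with 54 arrays and 3 of them with an estimated correlation, against 7 and 2 with 59. Of 25 genes of fatty acid uptake, binding and lipid droplets 6 rose and 0 fell in the 54 arrays, 10 when adjusted over the list alone, 9 up and 1 down. The list rose as a set in the 54 arrays (limma camera, adjusted p = 1.65e-09, and 1.38e-04 with an estimated correlation) and in the 59 (adjusted p = 9.49e-05, and 2.60e-04 with an estimated correlation). Of 28 fatty acid oxidation genes 3 rose and 1 fell, and the set rose in the 54 arrays (adjusted p = 1.26e-05, and 2.58e-04 with an estimated correlation) but was not called in the 59 (median 0.03, adjusted p = 0.804, and 0.989 with an estimated correlation). Of 15 retinoid genes 4 rose, namely RBP7, RDH10, ALDH1A2 and the retinoic acid receptor RARA, with a mean of 0.31 and a median of 0.05 (adjusted p = 9.88e-07, and 3.94e-04 with an estimated correlation), and the set was called in the 59 too (1.37e-05, and 2.60e-04). In the 54, ALDH1A2 kept its call in 6 of 11 fits without 1 array and RARA in 9. The NF-kB list was called higher with 59 arrays at 8 h (median 0.81, adjusted p = 1.36e-06), with 0 of 27 members called, 1 adjusted over the list alone, and an adjusted p of 0.619 with an estimated correlation. The interferon list was called likewise (median 0.68, adjusted p = 3.54e-05, and 0.721 with an estimated correlation). Without RSG 8 h replicate 1 and the other 4 arrays apart, the medians were 0.02 and -0.03.

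The other 7 lists called at 8 h in the 54 arrays had adjusted p of 0.0702 to 0.368 with an estimated correlation. Called higher were the immediate early genes (median 0.08, adjusted p = 6.55e-04), the cell cycle (0.11, 0.00283), cytoskeleton and adhesion (0.00, 0.0249) and receptors and cofactors (0.11, 0.0392). Called lower were lipid antigen presentation and dendritic markers (-0.06, 0.0249), glycolysis and hypoxia (-0.07, 0.0358) and macrophage differentiation (-0.09, 0.0405). Of 11 fits without 1 array these 7 were called in 11, 11, 7, 6, 9, 6 and 6. In the 59 the immediate early genes (median 0.17, adjusted p = 0.00160), sterol synthesis (-0.20, 0.00893) and macrophage differentiation (-0.15, 0.0276) were called, with 0.317, 0.317 and 0.673 with an estimated correlation.

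**Figure D3:**
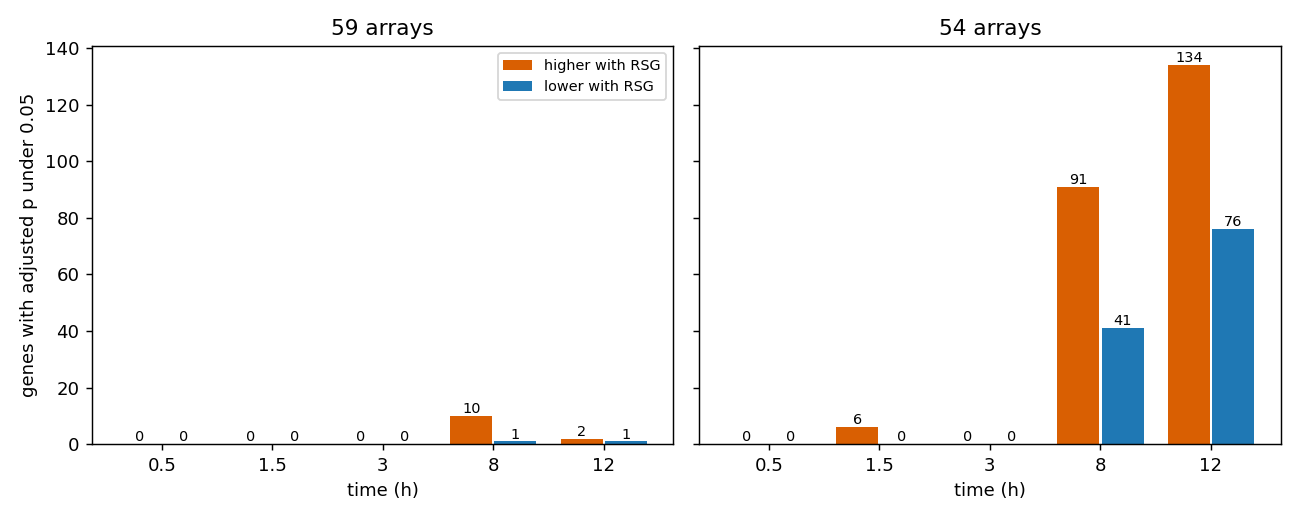
Number of genes with an adjusted p under 0.05 between RSG and DMSO at each time in hours, with all 59 arrays on the left and with 54 on the right. Orange bars are genes higher with RSG and blue bars genes lower, and at 12 h the bars stand at 2 and 1 with 59 arrays and at 134 and 76 with 54.

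At 12 h lipid genes were again higher with RSG in the 54 arrays, with 4 arrays in each group. PDK4 rose 11.6-fold, from 5.64 ± 0.35 to 9.17 ± 0.27 (SD, n = 4 each), with a limma adjusted p of 6.71e-06, and 3 of 4 DMSO arrays detected PDK4 and ANGPTL4. RBP7 rose 5.23-fold, FABP4 4.90-fold (log2 2.29, SE 0.21, adjusted p = 8.26e-11), PLIN2 3.39-fold and ANGPTL4 3.19-fold with an adjusted p of 0.046, whereas FABP5 did not pass (0.79, SE 0.41, adjusted p = 0.498). RCAN1 rose 2.87-fold and TPD52L1 3.01-fold. The oxysterol receptor NR1H3 (LXR alpha) rose by 0.85 (SE 0.18, adjusted p = 0.00269), and LPCAT3, an enzyme of phospholipid remodelling, by 0.82. GPR34, detected on 0 of 4 RSG arrays, was at least 1.65-fold lower. THBS2 fell by 1.27, CEMIP, which degrades hyaluronan, by 1.23, GPR82, detected on 3 of 4, by 1.21, TLR7 by 1.07 and CX3CR1 by 0.97. Without 1 array ANGPTL4 kept its call in 1 of 8 fits and CEMIP in 7. None of these genes but GPR34 passed in the 59 arrays, with PDK4 at 5.82-fold (adjusted p = 0.274), RBP7 at 3.15-fold (0.274), FABP4 at 2.47-fold (0.202), PLIN2 at 2.34-fold (1.00), ANGPTL4 at 2.11-fold (1.00) and NR1H3 at 0.45 (1.00). In the 59 the probe of PDK4 was detected on 3 of 6 DMSO and on 5 of 6 RSG arrays of 12 h, so its fold is approximate.

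PPARG itself was 0.24 higher at 12 h in the 54 arrays (SE 0.09, adjusted p = 0.242) and its partner RXRA differed by -0.14 (SE 0.14, adjusted p = 0.823). SLAMF9, ALOX5AP and LIPA differed by 0.63, 0.05 and 0.04 with adjusted p of 0.338, 0.925 and 0.971, and none of these 5 genes passed at any time in either fit.

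Limma called 3 genes with 59 arrays at 12 h, the rises of RDH10 (0.84) and of FFAR2 (0.91), a receptor of short-chain fatty acids, and the fall of GPR34 (at least 1.16-fold, detected on 0 of 6 RSG and 4 of 6 DMSO arrays). Of 12 fits without 1 array they kept their call in 7, 5 and 4. With 54 arrays it called 210, 134 higher and 76 lower, of which 124 reached 1.5-fold. The rises at 8 and at 12 h shared 66 genes, where 1.06 would be expected of independent lists, and the falls shared 24, where 0.27 would. Leaving out DMSO 12 h replicate 2 or RSG 12 h replicate 1 gave 119 genes in each case.

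By groups, fatty acid oxidation genes rose at 12 h in the 54 arrays, with 5 of 28 members up and 1 down (limma camera, adjusted p = 7.57e-06, and 2.54e-04 with an estimated correlation). SLC25A20, which carries acylcarnitines into mitochondria, rose by 1.00, ECI1 by 0.54, while ACAD11 fell by 0.83, and ECI1 kept its call in 3 of 8 fits without 1 array. Of 25 uptake and lipid droplet genes 5 rose, among them VLDLR by 1.32 and CD36 by 1.15 (adjusted p of the set 6.68e-07, and 4.03e-04 with an estimated correlation). Of 15 retinoid genes 4 rose, RBP7 by 2.39, RDH10 by 1.03, ALDH1A2 by 0.97 and RARA by 0.77 (adjusted p of the set 1.80e-06, and 4.03e-04 with an estimated correlation). Of 33 cell cycle genes 6 rose, 18 when adjusted over the list alone, with a median of 0.39 (adjusted p = 2.17e-17, and 0.00558 with an estimated correlation). Examples are RRM2, a subunit of ribonucleotide reductase, at 1.01 and BIRC5 at 0.58, which kept their call in 5 and 3 of 8 such fits. DMSO 12 h replicate 2 had a mean log2 intensity of 9.02 over the cell cycle list, where the other 3 DMSO arrays ran from 9.68 to 9.75 and the RSG arrays from 9.83 to 10.02. The DMSO arrays of 8 h ran from 9.03 to 9.18, and whether this replicate holds RNA of another time was not tested. Without DMSO 12 h replicate 2 the list was still called (adjusted p = 4.38e-08, and 0.00738 with an estimated correlation), with a median of 0.23, but 0 members passed in limma and 8 had an unadjusted p under 0.05. With all 59 arrays the uptake list (adjusted p = 1.53e-05, and 1.40e-04 with an estimated correlation) and the retinoid list (0.00174, and 0.0113) were called, whereas the oxidation list (2.14e-04) and the cell cycle list (9.04e-12) had adjusted p of 0.445 and 0.387 with an estimated correlation. The median of the retinoid metabolism and RAR response list was -0.00 in the 59, and without RSG 12 h replicate 2 its call was lost (adjusted p = 0.0799, and 0.245 with an estimated correlation). Of 12 fits without 1 array it was called in 11, and in 7 with an estimated correlation.

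Of the fixed lists 4 were called lower at 12 h in the 54 arrays. Of 17 genes of alternative macrophage activation 2 fell, the scavenger receptor CD163 by 0.52 and the lectin CD209 by 0.59 (set adjusted p = 0.0249, and 0.0379 with an estimated correlation). Of 28 glycolysis and hypoxia genes 2 fell, PFKP by 0.60 and the glucose transporter SLC2A3 by 0.52 (set adjusted p = 0.0358, and 0.0827 with an estimated correlation). Of 21 macrophage differentiation genes 3 fell, FCGR2A, FCER1G and CD163 (set adjusted p = 0.0392, and 0.216 with an estimated correlation). Of 19 sterol synthesis genes 0 passed in limma and 1 had an unadjusted p under 0.05, with a median of -0.29 (set adjusted p = 0.01497, and 0.216 with an estimated correlation). Without DMSO 12 h replicate 2 the sterol synthesis and uptake list had a median of -0.10 and an adjusted p of 0.338. Of 8 fits without 1 array, the 4 lists kept their call in 6, 4, 5 and 7, CD163 in 3, SLC2A3 in 6, FCGR2A in 4 and FCER1G in 3. In the 59 arrays 0 members of these 4 lists passed in limma, and 0, 1, 1 and 0 had an unadjusted p under 0.05. The first 3 sets were not called there, with adjusted p of 0.107, 0.0789 and 0.112. The sterol set was called (0.0485) but not with an estimated correlation (0.527), and in 4 of 12 fits without 1 array.

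Of the other fixed lists at 12 h, none was called as a set in the 54 arrays, although single members were. KLF4 rose by 0.82 and ATF3 by 0.53 among 28 immediate early genes (set adjusted p = 0.0571), and MGST1 by 0.56 among 21 genes of the NRF2 response (0.208). Of 24 cytoskeleton and adhesion genes 6 rose, among them PODXL at 0.96, while TPM1 fell by 0.47 (set adjusted p = 0.444). ATF3 and VLDLR rose and DDIT4 fell by 0.71 among 21 ER stress genes (0.639), and CD36 and SCARB2 rose while GAS6 fell by 0.57 and IDS by 0.37 among 28 lysosome genes (0.674). CD1C fell by 0.56 and CD209 by 0.59 among 16 genes of lipid antigen presentation and dendritic cells (0.122). The LXR and cholesterol efflux list (0.0857) held the rises of NR1H3 and LPCAT3, the leukotriene list (0.732) that of MGST2, the NF-kB list (0.904) that of TLR4 and the interferon list (0.772) that of IRF1, while 2 of 14 receptor and cofactor genes rose (0.391). Of these calls KLF4 was kept in 0 of 8 fits without 1 array, MGST2, IRF1 and GAS6 in 2, ATF3, TPM1 and CD1C in 3 and DDIT4 in 6. In the lists of fatty acid synthesis, progenitors, lymphocytes, epithelium and fibroblasts, ribosomal proteins and oxidative phosphorylation 0 members passed in limma. At an unadjusted p under 0.05 these 6 lists held 3, 2, 0, 1, 0 and 0 rises and 1, 3, 2, 2, 0 and 0 falls. The adjusted p of those 6 sets were 0.568, 0.149, 0.282, 0.680, 0.580 and 0.940. Over the 5 times 30 of 125 list tests were called with 54 arrays and 12 with an estimated correlation, against 17 and 5 with all 59. Fry called fewer than camera with the preset correlation, 13 with 54 arrays and 3 with 59. By time fry called 2 and 0 at 1.5 h, 0 and 0 at 3 h, 5 and 2 at 8 h and 6 and 1 at 12 h, in that order.

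Over the whole course the response was tested with 1 treatment term across the 5 times. With 59 arrays 28 genes rose and 0 fell, led by PDK4 at 2.03 (SE 0.30, limma adjusted p = 3.10e-05) and ANGPTL4 at 1.18 (SE 0.18, adjusted p = 4.52e-05). PHLDA3 rose by 0.84, LFNG by 0.74, TLR4 by 0.63 and VLDLR by 0.62. With 54 arrays 142 rose and 47 fell, with PDK4 at 2.27, ANGPTL4 at 1.28 and PLIN2 at 1.03. A change at any time, at 1.5-fold or more, was called for 11 genes with 59 arrays, 10 up and 1 down, and for 119 with 54, 87 up and 32 down. With 59 arrays, leaving out the arrays of 1 replicate number moved the 28 genes to between 8 and 40, with 10, 16, 12 and 8 without replicates 3, 4, 5 and 6, and without replicate 3 the 189 genes of the 54 arrays became 102.

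Whether the response itself differed between times was tested by the interaction. FABP4, RBP7 and GPR34 had the smallest adjusted p, 5.59e-08 each in the 54 arrays, followed by TPD52L1 at 4.32e-07 and CD36 at 1.48e-06. FABP4 differed by 0.10, 0.30, 0.17, 1.55 and 2.29 from 0.5 to 12 h, and GPR34, detected on no array of either group up to 3 h and on no RSG array later, was at least 1.38-fold lower at 8 h and 1.65-fold at 12 h. RBP7 was detected on 0 of 6 DMSO arrays at 0.5 and at 1.5 h. PDK4 passed with an adjusted p of 0.0185, and ANGPTL4 did not, with 1.00. In all, limma called 46 genes with 54 arrays and 0 with 59, where 97 had an unadjusted p under 0.05.

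The study also mapped PPARG binding in THP-1 cells and compared it with sites published by others for mouse macrophages. This raises the question of whether bound genes answer the ligand more often. The lists of bound genes came from the study's chromatin immunoprecipitation and from those mouse sites, and were made without these arrays. By the study's methods, the cells used for binding had received PMA at another dose and for another time than the cells of the arrays. With 54 arrays 11 of 61 genes bound at the same site in both species changed at any time, a share of 18.03% (exact 95% interval 9.36 to 29.98%). All 11 were rises, and they are PLIN2, ANGPTL4, BCAR3, FABP4, GPA33, MAP3K8, NMUR1, NR1H3, RARA, SLC25A20 and TMEM140, listed in full after their values were seen, with NMUR1 detected on no DMSO array at 8 or 12 h. Of 147 genes bound in both species at different sites 9 changed, or 6.12% (2.84 to 11.3%), among them the rises of TLR4, FGR and SOWAHC. Of 695 genes bound in human cells alone 26 changed, or 3.74% (2.46 to 5.43%), among them PDK4, RCAN1, PHLDA3 and TPD52L1. Of 10612 genes in no list 73 changed, or 0.688%. Genes in no list may still have PPARG binding. The study's lists keep only PPARG sites with RXR support that lie within a set distance of a gene's start.

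Each bound list exceeded the genes in no list by Fisher's exact test, two-sided, with adjusted p of 1.00e-11, 4.89e-06 and 6.53e-10 in the 54 arrays. In the same exact test the same-site list exceeded the different-site list (odds ratio 3.35, adjusted p = 0.0310) and the human-only list (odds ratio 5.64, adjusted p = 1.42e-04). The first of these calls was lost without background correction, with the mean of a gene's probes and with only probes detected on all arrays. The last pair did not differ beyond chance by the exact test (odds ratio 1.68, 95% interval 0.676 to 3.79, adjusted p = 0.293). With all 59 arrays the shares were 2 of 61, 2 of 147, 3 of 695 and 4 of 10612, with adjusted p of 0.00427, 0.0121 and 0.0201 against the genes in no list. Between the bound lists the adjusted p in the 59 arrays were 0.874, 0.123 and 0.380. Against 10000 random lists of matched mean expression, each bound list of the 54 arrays had a one-sided permutation p = 0.0001, the smallest they can give. The bound lists were also tested as sets at each time with camera, in 15 tests per fit. With 54 arrays 11 were called, and 11 with an estimated correlation. With 59 arrays 10 were called, 4 with an estimated correlation and 1 with fry. At 3 h all 3 were called in both fits, but 0 with an estimated correlation in the 59. The study's own list of responsive genes was chosen on these arrays, so its count is not independent evidence. Of its 204 genes tested 11 were called at any time with 59 arrays and 94 with 54, and 71 and 196 passed the test of a change at any time when adjusted over the list alone.

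**Figure D4:**
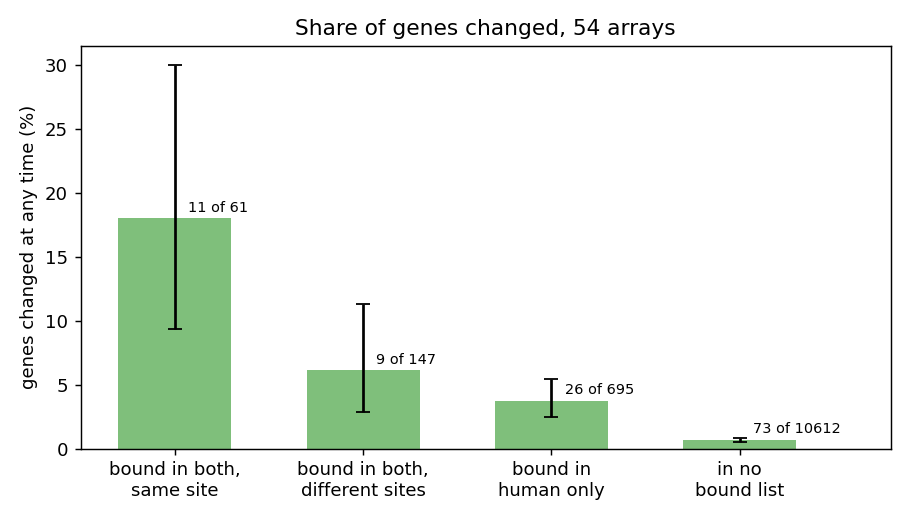
Share of genes changed at any time, in percent, for the 3 lists of genes near PPARG binding and for genes in no list, with 54 arrays. Bars are shares with exact 95% confidence intervals, and the share is 18.03% for genes bound at the same site in both species and 0.688% for genes in no list.

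The vehicle arrays alone show what time did to the cells after PMA was withdrawn. From 0.5 to 12 h in DMSO, in the 54 arrays, E2F2, a transcription factor of the cell cycle, rose 7.38-fold (log2 2.88, SE 0.18, limma adjusted p = 3.96e-19), GINS2 6.46-fold, the phosphatase CDC25A 6.00-fold and DTL 5.44-fold. The heat shock gene HSPA1A rose 6.69-fold. CEMIP changed by -3.78, the collagenase MMP1 by -3.27, the cytokine IL1B by -2.99, the elastase MMP12, detected on 2 of 4 arrays at 12 h, by -2.87 and FGR by -2.81. FGR rose with RSG at 8 and 12 h, as did RARA and ALDH1A2, whose log2 changes in DMSO were -1.66 and -2.25.

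The fixed lists show the same course. Of 33 cell cycle genes 30 rose in DMSO in the 54 arrays (limma camera, adjusted p = 1.44e-29, and 2.71e-04 with an estimated correlation). Of 28 immediate early genes 18 fell (adjusted p = 1.86e-08, and 0.00617 with an estimated correlation). Of 27 NF-kB genes 10 fell and 1 rose (adjusted p = 9.07e-04, and 0.0331 with an estimated correlation), and of 21 ER stress genes 11 fell and 3 rose (8.04e-04, and 0.0331). Fatty acid synthesis rose with 8 of 13 members up and 1 down (adjusted p = 0.00906, and 0.0331 with an estimated correlation). With 59 arrays 28 cell cycle genes rose and 12 immediate early genes fell, and both sets were called (8.67e-17 and 0.00176) but had an adjusted p of 0.145 with an estimated correlation. The ER stress set was called (0.00176, and 0.0101) and fatty acid synthesis was not (0.270). In the 59 arrays NF-kB was not called (median 0.43, adjusted p = 0.292), and the 4 DMSO arrays left at 12 h in the 54 exclude replicates 4 and 6. Limma called 3651 genes with 59 arrays, 1965 up and 1686 down, and 4308 with 54, 2451 up and 1857 down, and 2874 of them were shared. At 1.5, 3 and 8 h against 0.5 h the counts were 103, 1068 and 2832 with 59 arrays and 680, 2431 and 4203 with 54.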

Values the study reported

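The study assigned 1200 genes to PPARG/RXR binding in human macrophages, of which 944 were specific to human cells and 256 were shared with mouse. Of the shared genes 186 had binding at different places and 70 at retained places. Its list of genes answering rosiglitazone, pooled with a list from dendritic cells, held 481 genes, and 161 bound genes were on it. The share of bound genes that answered was 33% for retained sites, 17% for shared genes with different sites and 11% for genes bound in human cells alone.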

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

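The tests of signal loss, of an exchange within the series, of RNA from a later time and of the residual side, and all work on 54 arrays, were chosen only after the results were seen.

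Dixon's test looked in each group for 1 array far from the others, for array correlation and the named genes, and by chance it marks about 1 group in 20. RSG 8 h replicate 1 had a median correlation of 0.897 with the other arrays, where the rest of its group had 0.975 to 0.978. Its log2 levels were 4.46 for PDK4 (others 8.37 to 9.13), 9.51 for PPARG (11.17 to 11.26), 9.23 for RXRA (10.91 to 11.25), 13.18 for ALOX5AP (14.57 to 14.82) and 12.04 for LIPA (12.87 to 13.19). RSG 0.5 h replicate 6 had 7.50 for PDK4 (4.56 to 5.49), 8.83 for ANGPTL4 (5.86 to 6.76), 8.34 for NR1H3 (7.77 to 7.91) and 12.23 for LIPA (12.93 to 13.05). RSG 3 h replicate 2 held PDK4 at 4.95 (7.62 to 8.45), and RSG 3 h replicate 4 held RXRA at 11.64 (10.82 to 11.06) with a median correlation of 0.960 (0.978 to 0.985). Over 125 named genes in 10 groups 145 of 1250 tests marked an array, where chance gives 62.5, and RSG 8 h replicate 1 was marked on 67 genes and RSG 0.5 h replicate 6 on 23.

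On the 5 arrays left out of the second fit 769 of 11515 genes lay above and 978 below all 54 others, the former with 23 of 27 NF-kB and 27 of 29 interferon list genes, and no biological explanation was tested, since the labels give no stimulus other than RSG. Loss of signal is argued against, because 0 of the 5 arrays had fewer detected probes than the lowest of the 54. An exchange with another group of this series is argued against too, because the best match of all 5 among the 54, at 0.898 to 0.937, fell below the lowest best match among those 54, at 0.980. The 5 had been chosen for a low median correlation with the others, so this match is not evidence separate from that choice. RNA of lymphocytes or of epithelium and fibroblasts is argued against by marker levels, of which 0 of 10 lay above the highest of the 54. The list of lipid antigen presentation and dendritic markers lay above the 54 on all 5, at 7.89 to 8.09 against 6.68 to 7.36. Of its 16 genes 4 lay above and 4 below all 54 on each of the 5 arrays. Samples from outside the series, or cells that met an inflammatory stimulus, may account for the pattern and were not tested.

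DMSO 3 h replicate 4 held PDK4 at 8.21, with the RSG arrays, and RSG 3 h replicate 2 at 4.95, with the DMSO arrays. On a score of 148 genes that rose and 92 that fell at 8 or 12 h, without PDK4, ANGPTL4, PLIN2 and FABP4, DMSO 3 h replicate 4 stood at -0.26 (other DMSO arrays -0.85 to -0.65) and RSG 3 h replicate 2 at -0.80 (other RSG arrays -0.49 to -0.27). Thus 2 of 2 arrays lay on the side of the other group, and an exchange of DMSO 3 h replicate 4 and RSG 3 h replicate 2 is a candidate explanation, whereas DMSO 3 h replicate 1 with PDK4 at 6.88 is not covered by it. RSG 0.5 h replicate 6 correlated more with the DMSO mean of 3 h than with that of 0.5 h, by 0.0411 over 2431 genes, where the other 11 arrays of 0.5 h gave -0.0492 to -0.0252, and it may hold RNA of a later time. No array was moved to another group, and no biological explanation was tested.

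The first component of the residuals of the 54 arrays held 25.1% of their variance and parted them into 24 and 30 arrays, and in 8 of 10 groups replicates 1 to 3 lay on 1 side and the later numbers on the other, where numbers shuffled within groups give 1.28 on average (exact permutation test, p = 5.75e-07). With the side as a block all 210 genes called at 12 h stayed called, but the score behind the sides has a mean of 0 in each group, which nearly fixes that outcome, so whether the sides add to these calls stays open. Within the sides of 24 and 30 arrays, in that order, 55 and 87 genes passed at 8 h, with PDK4 up by 3.34 and 3.40. At 12 h 137 passed on the side of 30 arrays, and on the other, with 2 RSG arrays against 1 DMSO array, PDK4 was 3.06 higher. At 3 h 238 passed on the side of 24 arrays, from 2 RSG against 3 DMSO arrays, and 0 in limma on the other (288 at an unadjusted p under 0.05). On either side 0 passed at 0.5 h (1238 and 146 unadjusted) or 1.5 h (433 and 206). Since the sides were cut from the residuals of these same arrays, the spread within them is lowered, and these counts can be too high. At each time numbers 1 to 3 of DMSO and of RSG lay mainly on opposite sides. The side of 24 arrays held 3 of 3 DMSO and 0 of 3 RSG at 0.5 and at 3 h. It held 0 of 3 and 2 of 3 at 1.5 h, and 0 of 3 and 2 of 2 at 8 and at 12 h. A block for replicate number therefore did not follow the sides. What parts the sides stays open, since the labels name no batch, and no biological explanation was tested.

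The effect of RSG differed between times for 46 genes in the 54 arrays, with the smallest adjusted p in limma for FABP4, RBP7 and GPR34 (5.59e-08 each), TPD52L1 (4.32e-07) and CD36 (1.48e-06).

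Of 1459 tested probes that the platform assigns to no gene, 12 were called between RSG and DMSO at 12 h with 54 arrays, against 1 with 59.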

How the results depend on the processing

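Leaving out the 5 arrays, the blocks for background and residual side, the lists without each array, and all alternatives with 54 arrays were tests chosen only after the data were seen. Of the summary values with 59 arrays 170 stayed within 1.5 times or kept their call, 48 counts moved further, 1 share lost its call and 1 reversed. Of single genes and lists 5063 stayed as they were, whether called or not called, 202 gained and 92 lost a call and 3 reversed. With 54 arrays 181 stayed and 32 moved. Of single genes and lists 1352 stayed as they were, called or not called, 35 gained and 38 lost a call and 0 reversed. Detected probes, 49.7 to 56.8% per array, limit what signal over background can show. A block for the BeadChip was not run, since the files name no chip. Except where stated, the cause was not tested.

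Without the 5 arrays the counts were 6 for RSG vs DMSO at 1.5 h, 132 at 8 h, 210 at 12 h, 119 at any time, 189 over all times, 46 for the RSG effect by time and 30 lists, in place of 0, 11, 3, 11, 28, 0 and 17. All 11 genes of 8 h and all 3 of 12 h were among them. In the interferon response, RSG vs DMSO at 8 h, the median of 0.68 became -0.031 (adjusted p = 0.744), since RSG 8 h replicate 1, which held that signal, was left out. In the cell cycle, RSG vs DMSO at 8 h, a median of -0.12 became 0.11, and 0.13 with array weights.

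Array weights gave 20 genes at 1.5 h, 1 at 3 h, 231 at 8 h, 109 at 12 h, 121 for RSG vs DMSO at any time, 291 for RSG vs DMSO over all times and 54 for the RSG effect by time with 59 arrays, and with 54 arrays 31 at 1.5 h, 321 at 8 h, 389 over all times and 93 for the effect by time, in place of 6, 132, 189 and 46.

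The authors' value table gave 1 gene for RSG vs DMSO at 1.5 h, 13 at 8 h (8 up, 5 down), 5 at 12 h (4 up, 1 down), 17 at any time and 1 for the RSG effect by time with 59 arrays, and 3 at 1.5 h with 54. Average normalization gave 5 at 8 h, all up, 0 in limma at 12 h (173 at an unadjusted p under 0.05) and 9 at any time, all up, with 59 arrays, and 135 at 12 h and 75 at any time with 54. No background correction gave 18 at any time, all up, and 2 at 12 h, all up. In DMSO 12 h vs 0.5 h the authors' table gave 2322 up and 1216 down and average normalization 1894 and 1181, in place of 1965 and 1686. In DMSO 12 h vs 0.5 h, 54 arrays, these gave 3239 and 1198 and 2816 and 1103, in place of 2451 and 1857.

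No filter gave 2 genes at 1.5 h with 54 arrays. With only probes detected on all arrays there were 7 at any time with 59 arrays and 3 at 1.5 h with 54, from fewer genes tested. A fit of only the 2 groups compared, which has fewer samples, gave 13 at 1.5 h and 0 in limma at 12 h (96 at an unadjusted p under 0.05) with 59 arrays, and 13 and 59 with 54. Without the fold threshold 181 genes changed at any time with 54 arrays. The side of the first residual component as a block gave 294 genes for RSG vs DMSO over all times, 54 arrays, and 76 for the RSG effect by time. With an estimated correlation 5 lists were called with 59 arrays and 12 with 54. For the bound target genes the same-site share of 3.28% with 59 arrays became 1.64% with average normalization (adjusted p = 0.068) and 0% with only probes detected on all arrays (adjusted p = 1.00), with adjusted p from 3.80e-12 to 1.00 over all alternatives. For genes bound in human and mouse at the same site against bound in human and mouse at different sites, 54 arrays, the call (adjusted p = 0.0310) was lost without background correction (0.0852), with the mean of a gene's probes (0.0568) and with only probes detected on all arrays (0.132).

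Leaving out 1 array with 59 gave 0 genes at 0.5 h (62 to 198 in limma at an unadjusted p under 0.05), 0 to 1 at 1.5 h (1 without RSG replicate 2), 0 to 1 at 3 h (1 without RSG replicate 2), 5 to 21 at 8 h (5 and 7 without DMSO replicates 4 and 3, 21 without RSG replicate 1) and 0 to 33 at 12 h. At 12 h 33 and 11 passed without RSG replicates 2 and 5, 8 and 6 without DMSO replicates 6 and 4, 1 without DMSO replicate 1 or 5, and 0 without DMSO replicate 2 or RSG replicate 1, 3, 4 or 6 (at least 236 each in limma at an unadjusted p under 0.05). Leaving out a replicate number gave 7 (number 3) to 21 (number 2) at any time, 8 (number 6) to 40 (number 2) over all times, with 10, 16 and 12 without numbers 3, 4 and 5, and 0 to 1 (number 6) for the effect by time. In DMSO 12 h vs 0.5 h the range was 3158 to 3921. With 54 arrays the ranges were 0 to 0 at 0.5 h, 2 to 5 at 1.5 h (2 without any 1 of 8 arrays, DMSO 1, 2, 3, 4 and 6 and RSG 3, 4 and 5), 0 to 14 at 3 h (14 without DMSO replicate 4, 12 without RSG replicate 2, 1 without DMSO replicate 5), 96 to 129 at 8 h, 119 (without DMSO replicate 2 or RSG replicate 1) to 228 at 12 h, and 3794 to 4268 in DMSO. By number they were 95 to 117 at any time, 102 (number 3) to 200 over all times, and 21 (number 4) to 38 for the effect by time, with 24 and 25 without numbers 3 and 5.

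For the lists with 54 arrays, leaving out 1 array at 12 h kept the calls of cell cycle, fatty acid oxidation, uptake and lipid droplets, and retinoid metabolism in 8 of 8 fits, also with an estimated correlation. The cell cycle median moved from 0.39 to between 0.23 and 0.44, the lowest without DMSO replicate 2. Sterol synthesis, with a median of -0.29, had -0.10 and no call without that array (adjusted p = 0.338).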

Other observations

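Blocks for the residual side in the splits were tests chosen only after the results were seen.

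PPARG, the receptor of RSG, fell in DMSO from 0.5 to 12 h by 0.50 (SE 0.08, limma adjusted p = 2.45e-06) in the 54 arrays.

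Chance was assessed by other splits of the arrays, of which up to 100 were drawn, the real one included. With all 59 arrays no draw but the real one was as large for the 28 genes called over all times (1 of 100, highest other 5). The same held for the DMSO course (1 of 100, 3651 genes against 2353). Since 1 of 100 is the least these draws can give, chance was unlikely there but not excluded. For the 17 lists called chance was also unlikely but not excluded, with 2 of 100 draws as large and a highest other of 17. For RSG vs DMSO at 0.5, 1.5 and 3 h and the RSG effect by time the real count was 0, so that 100 of 100 splits had to be as large and nothing is decided, and the highest other gave 2, 457, 90 and 2862 genes. Chance could not be excluded at 8 h (5 of 100, 11 genes against 228), at 12 h (26 of 100, 3 against 4698), at any time (9 of 100, 11 against 2392) or for the bound genes (5 of 100, 3.28% against 42.6%). The splits with several times the real count point to a structure of the samples, and at 12 h the highest put all 4 arrays apart of that time on the same side.

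With 54 arrays 4 of 100 splits were as large at 8 h (132 genes against a highest other of 724) and 4 of 100 draws at any time (119 against 264). Other splits exceeded the real counts there, so chance was unlikely but not excluded. No draw but the real one was as large over all times (1 of 100, 189 against 1) or for the DMSO course (1 of 100, 4308 against 2381). The same held for the lists (1 of 100, 30 against 20) and for the bound genes (1 of 100, 18.03% against 4.92%). Since 1 of 100 is the least these draws can give, chance was unlikely for these 4 but not excluded. At 0.5 and 3 h the real count of 0 decides nothing (100 of 100, highest other 351 and 956). Chance could not be excluded at 1.5 h (7 of 100, 6 against 1462), at 12 h (4 of 35, 210 against 509) or for the effect by time (6 of 100, 46 against 1048). At 1.5, 3 and 8 h the highest split put all 5 arrays of a residual side into the same group, and at 12 h all 3, which points to a structure of the samples. With the side as a block 1 of 100 splits was as large at 8 h (179 genes against 87) and 2 of 35 at 12 h (282 against 318), which decides nothing, since the sides were derived after the means of the real groups had been removed.

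Probes of a gene did not always move alike at 12 h in the 54 arrays. The probe used for ABCG1, a cholesterol exporter, differed by -0.06 and another by 1.03 (adjusted p = 0.0334 in limma), while the 2 probes of CD36 rose by 1.15 and 1.55. For ANGPTL4 the probe used rose by 1.68, and another, detected on 12 of 59 arrays, differed by 0.15. For PPARG the probe used differed by 0.24 and others by 0.01 and -0.15, the last detected on 6 arrays.

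With 54 arrays the shares of bound genes that changed were 18.03% at the same site, 6.12% at different sites and 3.74% in human cells alone, and with all 59 arrays 3.28, 1.36 and 0.432%. The study's shares quoted above rest on its own list of responsive genes, pooled with dendritic cells.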
